A study of Homo sapiens with 12 samples.

How the data were processed

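RNA was measured in 12 samples of human pancreatic cancer cell lines. Per the labels, 2 cell lines, AsPC-1 and PANC-1, were each given 3 treatments: a mock control, overexpression of TAp63, or overexpression of deltaNp63. TAp63 and deltaNp63 are the protein classes made from the upstream and the internal promoter of TP63. Each of the 6 groups holds 2 samples that the labels describe as biological replicates. Per the labels' protocols, total RNA was extracted with a column kit and libraries were made with a stranded poly(A) mRNA kit.

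The authors deposited a table of TPM values, relative transcript abundances, with 153329 Ensembl transcript rows and a column for each sample. Each column sums to 1000000, and no other normalization is recorded. The program that assigned reads to transcripts, its version, the genome build and the annotation are not stated in the labels or the table. TPM keeps no read depth, so the depth per sample is unknown, and no counting error, confidence interval or detection floor was computed. Precision comes from the replicates alone. Each column was matched to its sample through the sample titles.

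The table gives no gene names. Transcripts were therefore paired with genes through GENCODE v44 (GRCh38, hg38), which may differ from the annotation the authors used. This pairing covered 139819 transcripts, or 91.2%. The remaining 13510 transcripts were left out of the gene sums. Matched transcripts held between 89.6% and 90.5% of the TPM of a library. Another 32816 transcripts were listed at 0 in all samples. TPM values were summed over the transcripts of a gene, which gave 39099 genes. Coordinates are those of GENCODE v44 on hg38. A gene that overlaps another gene, or that has near-identical copies, was treated as uncertain, since the assignment of its reads is not stated.

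Values were analysed as log2(TPM + 1), with a pseudocount of 1. A fold change on this scale understates the change of low genes. Genes with at least 1 TPM in at least 2 of the 12 libraries were tested, which left 14767 genes. One model with a mean for each of the 6 groups was fitted with limma 3.58.1 (lmFit, contrasts, eBayes with trend) in R 4.3.3 with the data.table package, version 1.17.8, leaving 6 residual degrees of freedom. The 8 contrasts below were read from this model: each construct against mock and TAp63 against deltaNp63 in each cell line, and the difference between the cell lines in the effect of each construct. P-values were two-sided and were adjusted by the Benjamini-Hochberg method within a contrast, with a threshold of 0.05. All 12 samples share the estimate of spread for a gene. The design fixed beforehand named a count test for counts and limma for normalized values, and the TPM table called for limma. It also named summing to genes where the table pairs transcripts with gene names, and the pairing by GENCODE v44 stands in for that.

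The 4 gene lists were fixed before the data were examined, along with the designs, the other settings to try and the rule for naming genes. They hold 53 squamous markers, 36 classical markers, 48 cytokines and immune regulators, and 43 targets of the p53 family. Each list was tested with camera from limma, using an inter-gene correlation of 0.01, in 6 contrasts. The 24 list tests were adjusted together. Genes are not independent replicates, and the fixed correlation may be too low for co-regulated genes. Named genes had an adjusted p under 0.05, a mean over the 12 libraries of at least 1 TPM and no overlap between the values of the groups compared. Among these, the 3 largest rises and 2 largest falls against mock were named in each cell line, with 1 each way for TAp63 against deltaNp63. The 2 largest differences between cell lines and up to 2 members of each list were added, and TP63 was always named. As applied, the list rule added only CSF1, from TAp63 against mock in AsPC-1. Other list members that passed were left outside the rule, even where they met its conditions. Genes named outside this rule are marked as chosen after their values were seen. A further result, for a gene outside those named in the text, is not reported here.

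The other settings chosen beforehand were limma without trend, quantile normalization, no low-value filter, a mean of at least 5 TPM (10221 genes), a pseudocount of 0.1, a model of only the groups compared, the replicate number within each cell line as a block, transcript rows tested on their own, an absolute log2 fold change of at least 1, and leaving out each replicate in turn. Added after the data were seen were median centring of each library, a replicate block with the AsPC-1 mock numbers crossed, and a model of only the 6 libraries of a cell line. The pairing for the block comes from the replicate numbers in the labels. With 2 replicates per group, no outlier test and no count of other splits of the samples was possible.

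The tests were tried on simulated data with 14767 genes, of which 200 were changed. At a change of 1 log2 unit, 74% of the changed genes were recovered and 8.1% of the calls were false, above the nominal share. At a change of 2 log2 units, 97% were recovered and 5.4% of the calls were false. When tested as a difference between cell lines, 47.5% were recovered at 1 log2 unit and 90.5% at 2. Of 1000 unchanged lists of 40 genes, 2.7% had a camera p under 0.05. The simulated genes varied independently and the lists were random, so this share does not cover lists of co-regulated genes. The simulation gave all libraries the same spread, so it does not cover unequal spread between cell lines. GC content and transcript length came from the GENCODE v44 transcripts, and a spline with 5 degrees of freedom removed their trend from each library in a check. The same fit also removed the mean shift of each library from the gene averages. Tables were prepared in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.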

Results

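RNA-seq profiles were compared between control cells and cells overexpressing TAp63 or deltaNp63 in AsPC-1 and PANC-1, established human pancreatic cancer lines. The 12 libraries fell into 6 groups of 2 replicates. Values were transcript abundances in TPM, so read depth per library was unknown and the replicate spread set the precision. Between 12212 and 13161 genes reached 1 TPM in a library, and the 10 most abundant transcripts took between 7.21% and 8.51% of the TPM. Replicate libraries correlated across the 14767 tested genes with Pearson's r between 0.987 and 0.994. The median absolute log2 difference between replicates ranged from 0.092 in PANC-1 TAp63 to 0.21 in AsPC-1 deltaNp63. The median residual SD of a gene was 0.153 log2 units in AsPC-1 and 0.106 in PANC-1. The first principal component held 93.5% of the variance and separated the cell lines, and the second held 2%.

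The overexpressed gene was examined first. TP63 (ENSG00000073282) is on the plus strand of chromosome 3 from 189631389 to 189897276 in hg38, and overlaps ENSG00000227971, to which part of its value could belong. In AsPC-1 it was at 0.958 ± 0.198 TPM (SD, n = 2) with mock, 136 ± 47.7 TPM with TAp63 and 298 ± 74.5 TPM with deltaNp63. In PANC-1 the means were 0.0719 ± 0.067 TPM with mock, 333 ± 13 TPM with TAp63 and 1001 ± 263 TPM with deltaNp63 (SD, n = 2). On the log2(TPM + 1) scale, TP63 rose in AsPC-1 by 6.09 with TAp63 (SE 0.252, limma adjusted p 7.47e-06) and by 7.23 with deltaNp63 (limma adjusted p 1.42e-06). The corresponding rises in PANC-1 were 8.28 (limma adjusted p 3.83e-07) and 9.84 (limma adjusted p 7.2e-08). With the replicate block, limma adjusted p for TP63 was at most 0.000134 for each construct against mock in either cell line, where same-numbered deviations across genes correlated between -0.094 and 0.112. A model of only the groups compared kept the same fold changes in AsPC-1, with limma adjusted p of 0.185 for TAp63 and 0.191 for deltaNp63. TP63 was lower with TAp63 than with deltaNp63 by a log2 change of -1.15 in AsPC-1 (limma adjusted p 0.616) and -1.56 in PANC-1 (limma adjusted p 0.213), and neither difference passed the threshold. That threshold is adjusted over 14767 genes, and the replicates of the constructs did not overlap. They were 102.3 and 169.7 against 245.1 and 350.4 TPM in AsPC-1, and 323.8 and 342.2 against 814.8 and 1187 TPM in PANC-1. Comparisons of the constructs therefore do not separate the isoform from the level of TP63. The rise with deltaNp63 was larger in PANC-1 by 2.61 (SE 0.357, limma adjusted p 0.01), while the difference of 2.20 for TAp63 did not pass (limma adjusted p 0.0766). The TAp63 difference passed with a mean of at least 5 TPM (limma adjusted p 0.0243) and with a pseudocount of 0.1 (4.00, limma adjusted p 0.0305), and the deltaNp63 difference did not pass with transcript rows (2.08, limma adjusted p 0.285). Fitted with the replicate block, these differences had limma adjusted p of 0.0803 for TAp63 and 0.0142 for deltaNp63.

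The constructs were then told apart by the annotated start of the TP63 transcripts. Transcripts of the TA class start between 189631389 and 189631516, and those of the deltaN class start between 189789659 and 189789801. Upstream-start transcripts held 64.3% and 59.8% of TP63 in the AsPC-1 TAp63 replicates and 61.1% and 62.8% in the PANC-1 TAp63 replicates. In deltaNp63 libraries they held at most 0.3%. Most of the internal-start signal in TAp63 libraries fell on one transcript, ENST00000449992, at 52.2 ± 22.2 TPM in AsPC-1 and 126.5 ± 1.04 TPM in PANC-1 (SD, n = 2). The shares depend on how the unstated quantifier divided sequence shared by the isoforms.

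**Figure D1:**
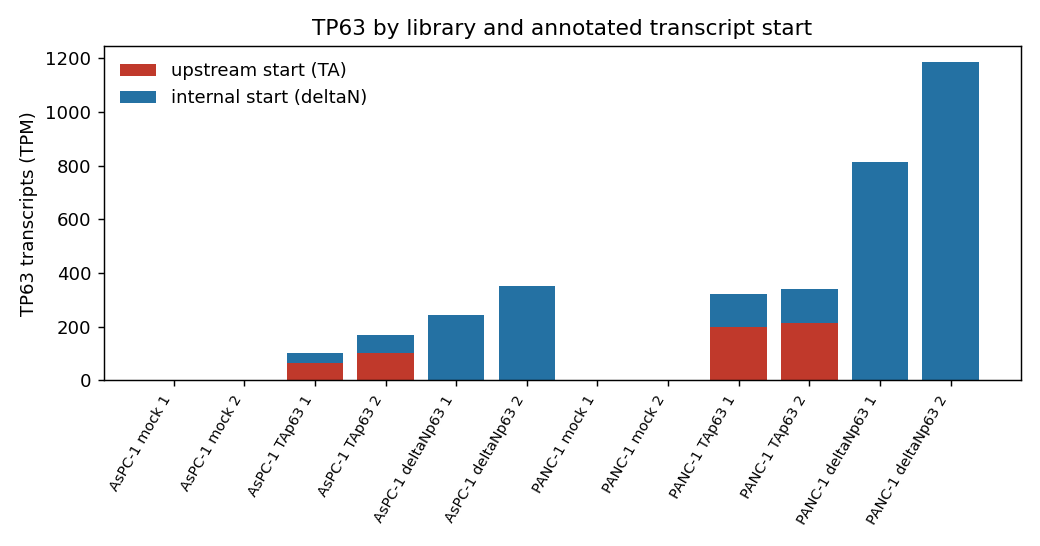
Stacked bars show TP63 abundance in TPM for each of the 12 libraries, split into transcripts with the upstream start and with the internal start. Mock libraries are at most 1.10 TPM, and upstream-start transcripts appear as a visible part of the bars in the TAp63 libraries, where they hold between 59.8% and 64.3%.

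Expression with each construct was compared with mock in AsPC-1. With TAp63, 94 of 14767 genes had a limma adjusted p under 0.05, of which 4 rose and 90 fell. With deltaNp63, 1055 genes passed, of which 94 rose and 961 fell. The median log2 fold change of all tested genes was -0.12 with deltaNp63 and -0.077 with TAp63. The count for deltaNp63 moved most with the choice of libraries in the model: 8 genes passed when only the 6 AsPC-1 libraries were fitted and 0 when only the 4 libraries compared were fitted, with 2020 genes at an unadjusted p under 0.05. For TAp63 the counts in those models were 1 and 0, with 1971 genes at an unadjusted p under 0.05 in the smaller one. Scaling changed the balance of directions with deltaNp63. Quantile normalization left 199 genes for deltaNp63, 51 up and 148 down, and median centring of each library left 303, 134 up and 169 down. With TAp63 most genes still fell. Quantile normalization left 6 up and 65 down for TAp63, and median centring left 5 up and 64 down. With the replicate number as a block, 84 genes passed for TAp63, including 71 of the 94, and 1633 for deltaNp63, including 984 of the 1055. Deviations of same-numbered replicates from their group means correlated across genes at 0.099 between mock and TAp63 and at -0.094 between mock and deltaNp63.

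The genes passing with both constructs in AsPC-1 and changing in one direction numbered 88, of which 85 fell and 3 rose. Chance overlap of the counts would give 6.72, but both contrasts use the same mock libraries. Direct comparison of TAp63 with deltaNp63 in AsPC-1 gave 3 genes, all lower with TAp63, none of which met the naming rule. They were RASSF10 at a log2 fold change of -1.73 (limma adjusted p 0.021), the pseudogene RPL39P15 at -1.34 (limma adjusted p 0.0084) and ENSG00000230355 at -1.57 (limma adjusted p 0.00412), named after their values were seen. With the replicate block, 0 genes passed this contrast, with 1631 at an unadjusted p under 0.05; same-numbered deviations correlated at 0.293.

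The largest falls with TAp63 in AsPC-1 were in CMPK2 and OAS2. CMPK2 (ENSG00000134326, chromosome 2, 6840570 to 6866635, minus strand) went from 30.9 ± 2.17 TPM with mock to 6.32 ± 0.562 TPM with TAp63 and 3.36 ± 1.54 TPM with deltaNp63 (SD, n = 2). Its log2 fold changes were -2.12 (SE 0.203, limma adjusted p 0.00176) and -2.91 (limma adjusted p 9.9e-05). OAS2 (ENSG00000111335, chromosome 12, 112978395 to 113011723, plus strand) went from 138 ± 2.35 TPM to 36.2 ± 7.93 TPM and 20.5 ± 3.75 TPM, with log2 fold changes of -1.92 (SE 0.169, limma adjusted p 0.00127) and -2.71 (limma adjusted p 7.37e-05). CMPK2 overlaps RSAD2 and OAS2 overlaps ENSG00000257452, so part of either value could belong to the neighbour. Neither gene passed in AsPC-1 when only the groups compared were fitted, with limma adjusted p from 0.185 to 0.346.

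The largest rises with TAp63 in AsPC-1 after TP63 were smaller. RND1 (ENSG00000172602, chromosome 12, 48857145 to 48865870, minus strand) went from 12.5 ± 2.33 to 23.8 ± 0.353 TPM (SD, n = 2), a log2 fold change of 0.89 (SE 0.15, limma adjusted p 0.0323). It did not pass with the replicate block (limma adjusted p 0.074). LMCD1 (ENSG00000071282, chromosome 3, 8501807 to 8574668, plus strand) went from 27.4 ± 3.02 to 48.8 ± 2.94 TPM, a log2 fold change of 0.82 (SE 0.114, limma adjusted p 0.0112), and it overlaps LMCD1-AS1. The other gene that rose with TAp63, outside the naming rule, was NT5DC4 at 1.28 (limma adjusted p 0.0361). RND1 and LMCD1 rose with deltaNp63 as well, by 0.81 (limma adjusted p 0.0244) and 0.63 (limma adjusted p 0.0222). With deltaNp63, the next largest rises after TP63 were uncertain. ENSG00000256514 (chromosome 11, 67351572 to 67373584, minus strand) spans CLCF1, POLD4 and RAD9A, and rose by 1.66 (SE 0.426, limma adjusted p 0.0487) between mock at 10.6 ± 4.7 TPM and deltaNp63 at 38.7 ± 26.4 TPM. CGB5 (ENSG00000189052, chromosome 19, 49043848 to 49045311, plus strand) belongs to a family of near-identical genes and rose by 1.16 (SE 0.294, limma adjusted p 0.0478), from 2.53 ± 1.46 to 6.80 ± 2.99 TPM. Neither of these passed under quantile normalization, with limma adjusted p of 0.0706 and 0.0654. ENSG00000256514 passed with the replicate block (limma adjusted p 0.0321) and CGB5 did not (limma adjusted p 0.0614). With TAp63, ENSG00000256514 rose by 2.095 (SE 0.426, limma adjusted p 0.0732), to 46.7 ± 6 TPM. CGB5 rose by 0.88 with TAp63 (limma adjusted p 0.213). Neither passed there, but the rises were not specific to deltaNp63 in size.

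PANC-1 gave fewer genes past the threshold. With TAp63, 1 gene passed, TP63 itself, with 503 genes at an unadjusted p under 0.05. Those 503 are below a share of 0.05 of the 14767 genes tested. With deltaNp63, 6 genes passed, 4 up and 2 down. TAp63 against deltaNp63 gave 4 genes, 2 up and 2 down. The filter on low values moved these counts most: without it, 49, 42 and 33 genes passed. Under quantile normalization the counts were 1, 2 and 0, with both deltaNp63 genes up, and median centring gave the same 3 counts. The replicate block gave 1, 1 and 0 genes, with 573 at an unadjusted p under 0.05 in the last contrast, and same-numbered deviations correlated at 0.022, 0.112 and -0.043. The gene meeting the naming rule besides TP63 was the pseudogene ENSG00000215861 (chromosome 1, 149197992 to 149321732, minus strand), at 3.80 ± 0.957 TPM with mock, 4.43 ± 1 TPM with TAp63 and 0.831 ± 0.207 TPM with deltaNp63 (SD, n = 2). Its log2 fold change with deltaNp63 was -1.38 (SE 0.179, limma adjusted p 0.0474), and it did not pass with the replicate block (limma adjusted p 0.055) or under quantile normalization (limma adjusted p 0.0826). Genes outside the rule, named after their values were seen, were HOXB-AS4 at 1.42 (limma adjusted p 0.0103), MT1P1 at 1.02 (limma adjusted p 0.0466), ENSG00000269836 at 2.16 (limma adjusted p 0.0314) and ENSG00000250976 at -1.68 (limma adjusted p 0.0474) with deltaNp63. TAp63 against deltaNp63 gave ENSG00000215861 at 1.56 (limma adjusted p 0.0466), ENSG00000226767 at 1.06, ENSG00000269836 at -2.16 and MT1P1 at -1.02, with that same adjusted p. TP63 was the 1 gene that passed in both cell lines with each construct.

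**Figure D2:**
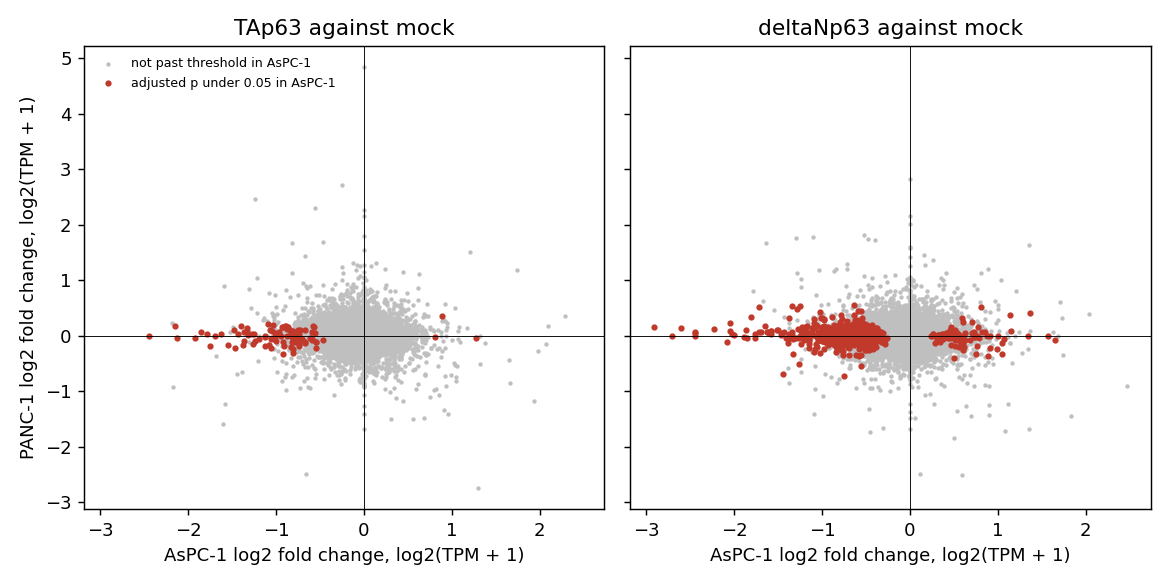
Each point is a tested gene other than TP63, with its log2 fold change against mock on the log2(TPM + 1) scale in AsPC-1 on the x axis and in PANC-1 on the y axis, for TAp63 (left) and deltaNp63 (right). Red points, with a limma adjusted p under 0.05 in AsPC-1, lie mostly left of 0 (90 of 94 and 961 of 1055 genes fell, TP63 included in the totals), and for deltaNp63 the share that rose moved from 8.9% to 44.2% under median centring.

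The difference between the cell lines was tested as an interaction. For TAp63, 11 genes passed, all with a higher fold change in PANC-1, and for deltaNp63, 86 passed, 83 of them higher in PANC-1. Limma without trend gave 0 genes for TAp63, with 1493 at an unadjusted p under 0.05, and 82 for deltaNp63. The replicate block gave 13 and 95 genes, including 6 of the 11 and 75 of the 86. CMPK2 differed by 2.08 for TAp63 (SE 0.288, limma adjusted p 0.0431) and by 3.07 for deltaNp63 (SE 0.288, limma adjusted p 0.00189), and with the block the TAp63 difference did not pass (limma adjusted p 0.0803). OAS2 differed by 1.88 for TAp63 (SE 0.239, limma adjusted p 0.0285). MX2 (ENSG00000183486, chromosome 21, 41361999 to 41409393, plus strand) differed by 2.76 for deltaNp63 (SE 0.306, limma adjusted p 0.00324). It was at 60.9 ± 10.1, 16.6 ± 6.85 and 9.06 ± 0.338 TPM in AsPC-1 with mock, TAp63 and deltaNp63, and at 63.2 ± 1.11, 66.0 ± 5.21 and 70.1 ± 2.18 TPM in PANC-1 (SD, n = 2).

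**Figure D3:**
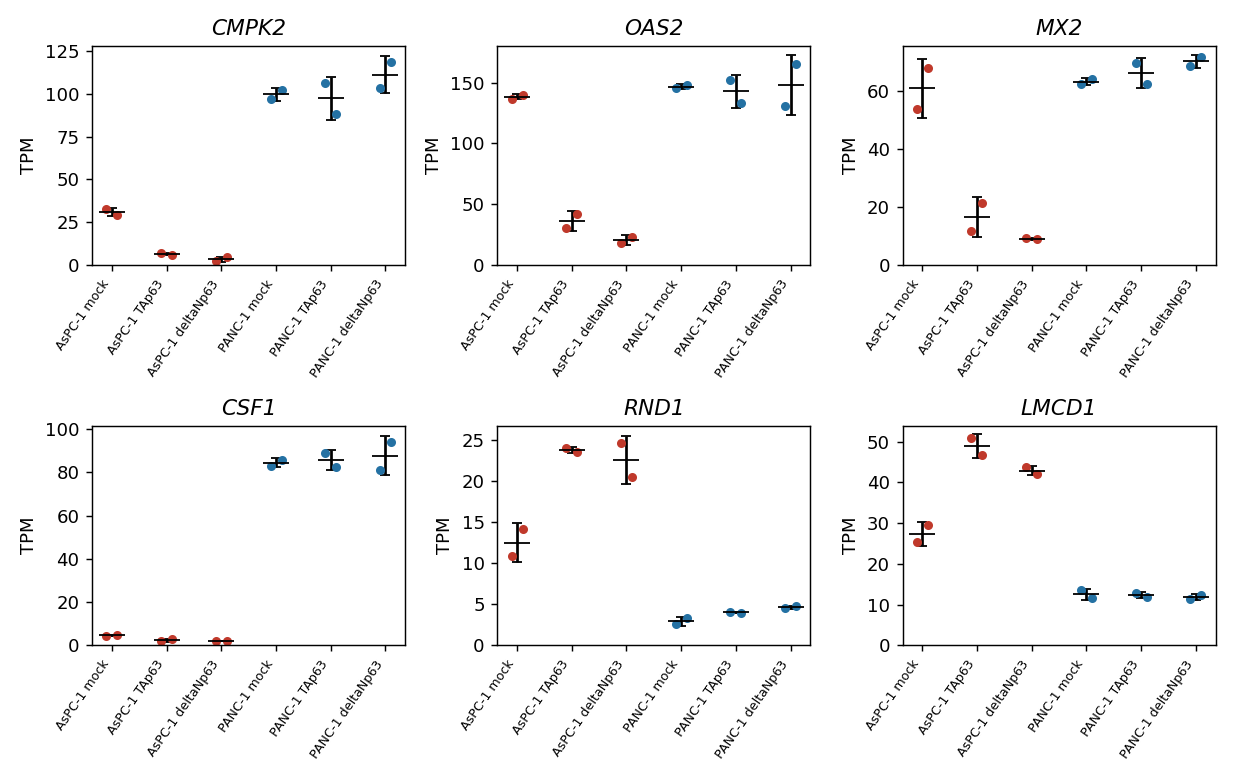
Points show the TPM of each replicate, horizontal bars the group mean and error bars the SD (n = 2), for 6 named genes in AsPC-1 (red) and PANC-1 (blue). CMPK2, OAS2 and MX2 were lower in AsPC-1 with either construct than with mock, while the PANC-1 groups differed by less than the AsPC-1 groups did, for example 63.2 to 70.1 TPM for MX2.

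The title of the series links TAp63 to the squamous subtype of pancreatic cancer and to an immunosuppressive environment, so 4 gene lists were compared with mock. Of the 53 squamous markers, 27 were tested and 25 more were in the table below the filter. Their median log2 fold change in AsPC-1 was 0.17 with TAp63 (camera in limma, adjusted p 5.25e-06) and 0.11 with deltaNp63 (camera adjusted p 0.000414), against medians of all genes of -0.077 and -0.12. No squamous marker passed over all genes or over the list alone with TAp63. With deltaNp63, 2 passed by either adjustment, S100A2 at 1.13 (limma adjusted p 0.0468) and SFN at 0.51 (limma adjusted p 0.0432), named after their values were seen. In PANC-1 the squamous medians were 0.0045 (camera adjusted p 0.357) and 0.051 (camera adjusted p 0.403), and 0 members passed. The cell lines differed in the squamous median by -0.16 for TAp63 and -0.11 for deltaNp63 (camera adjusted p 0.00746 for each). Of the 27 tested members, 9 had at least 5 TPM in both mock groups. Others were near 0 in PANC-1 mock, for example DSG3 at 0.0109 TPM and COL17A1 at 0.144 TPM. The scale understates changes of such genes, which limits the PANC-1 medians. Among the 9, the differences were -0.117 for TAp63 and -0.164 for deltaNp63. With the replicate block, camera adjusted p for the squamous list was 8.31e-06 and 0.00152 in AsPC-1, 0.422 and 0.509 in PANC-1, and 0.0121 for each difference; without filtering of low genes the deltaNp63 difference moved to -0.013 (camera adjusted p 0.196).

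The 27 tested classical markers did not stand apart from other genes in either cell line. Their medians were -0.093 and -0.10 in AsPC-1 and -0.0054 and -0.042 in PANC-1, with camera adjusted p from 0.548 to 0.958, and the AsPC-1 medians became 0.015 and 0.065 after median centring. With the replicate block the camera adjusted p of these contrasts ranged from 0.422 to 0.826.

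The 33 tested cytokines and immune regulators had medians of -0.14 with either construct in AsPC-1 (camera adjusted p 0.493 for TAp63 and 0.743 for deltaNp63). With TAp63, 1 member fell over all genes and 6 over the list alone. That gene, CSF1 (ENSG00000184371, chromosome 1, 109910242 to 109930992, plus strand), went from 4.53 ± 0.191 to 2.24 ± 0.586 TPM (SD, n = 2), a log2 fold change of -0.78 (SE 0.129, limma adjusted p 0.0292), which did not pass under quantile normalization (limma adjusted p 0.0894). With deltaNp63, 4 fell over all genes: CSF1 at -0.82 (limma adjusted p 0.0128), IL1B at -0.53 (limma adjusted p 0.0396), TGFB1 at -0.69 (limma adjusted p 0.0103) and LGALS9 at -2.23 (limma adjusted p 0.00483), the last 3 named after their values were seen. Over the list alone, 1 rose and 7 fell. In PANC-1 the medians were -0.038 (camera adjusted p 0.193) and 0.062 (camera adjusted p 0.0413), with 0 members past the threshold. The latter median was below 0 in 2 of the 4 fits that each left out one replicate, the lowest at -0.013. The replicate block raised the latter camera adjusted p to 0.0618, and gave 0.174 for TAp63 in PANC-1 and 0.658 and 0.736 in AsPC-1. Neither cell-line difference of this list passed (camera adjusted p 0.958 and 0.214). Of its members, LGALS9 passed over all genes in the deltaNp63 difference, at 2.35 (limma adjusted p 0.0475), and 0 passed in the TAp63 difference. Over the list alone, 3 members passed in the deltaNp63 difference and 1 in the TAp63 difference.

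The 40 tested p53 family targets had a median of 0.014 with TAp63 in AsPC-1 (camera adjusted p 0.0493), with 0 members past the threshold over all genes or over the list. This result did not pass with the replicate block (camera adjusted p 0.0598). With deltaNp63 in AsPC-1 the median was -0.15 (camera adjusted p 0.958, or 0.826 with the block), and 1 member fell, PHLDA3 at -0.93 (limma adjusted p 0.0222), named after its value was seen. PANC-1 medians were 0.032 and 0.0054 (camera adjusted p 0.21 and 0.335, or 0.206 and 0.274 with the block), with 1 member past the threshold over the list alone with TAp63.

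**Figure D4:**
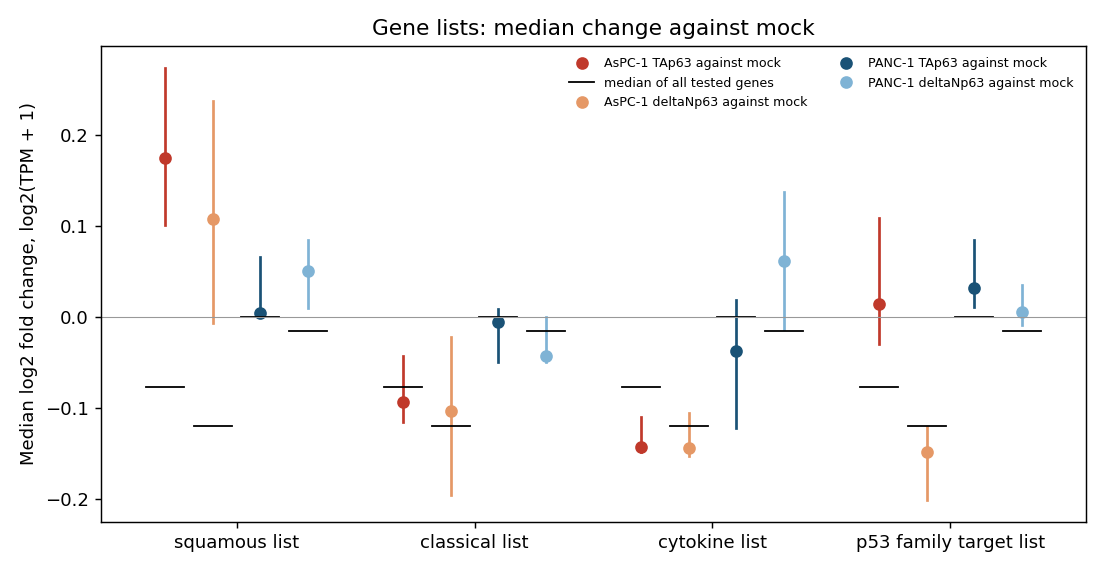
Points show the median log2 fold change against mock on the log2(TPM + 1) scale for each gene list and contrast, vertical lines the range over fits that each left out one replicate, and short black bars the median of all tested genes. The squamous list in AsPC-1 lies above the all-gene medians of -0.077 and -0.12, at 0.17 with TAp63 and 0.11 with deltaNp63.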

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

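Differences between the cell lines, each tested as an interaction, drew attention to 10 results. Among the tests here, those of the mock cultures, the floor in PANC-1, simulated precision, the spread shared by the cell lines, scaling of the squamous list and mock values of TP63 were chosen only after the result was seen. How the test of the mock cultures was read was also changed after its value was seen, as given below.

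The counts of genes with different fold changes were 11 for TAp63 and 86 for deltaNp63. CMPK2 differed by 2.08 and 3.07, OAS2 by 1.88 and 2.71, and MX2 by 2.76 for deltaNp63. Because these genes respond to interferon, a list of 97 interferon-response genes was written after the largest falls had been seen, and 94 were tested. It is therefore a list chosen for the pattern, and its camera p-values show no independent support. In AsPC-1, 88 of 94 members were lower with TAp63 (median log2 fold change -0.59) and 89 were lower with deltaNp63 (median -0.82), against medians of all genes of -0.077 and -0.12. The list held 39 of the 90 falls with TAp63 and 68 of the 961 falls with deltaNp63. In PANC-1 the medians were -0.018 and 0.031. The list held 5 of the 11 and 40 of the 86 genes that differed between the cell lines.

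Technical explanations for the lower interferon-response genes in AsPC-1 were tested. Library scaling would have cut the TAp63 median to under 50% of its size, and it was -0.515 after quantile normalization. Scaling had little room to do so, since the median of all genes was -0.077 against -0.59 for the list. The test therefore adds little to that comparison, which itself argues against scaling for this list. Correction of each library for GC content and transcript length left the TAp63 list median at -0.51. Leaving out either AsPC-1 mock library left it at -0.61 or further from 0. A floor in PANC-1 would need lower values there, and the list was higher in PANC-1 mock than in AsPC-1 mock by 0.239 log2 units. The state of the mock cultures was examined with TAp63 against deltaNp63, which uses no mock library, and the list differed by 0.24 between the constructs. As first written, a list test under 0.05 sufficed to set this explanation aside, and the camera p was 1.17e-14, or 3.52e-15 with the replicate block. Library medians of the list were on average 0.329 higher with TAp63 than with deltaNp63, and 0.358 and 0.299 higher in same-numbered libraries, against a gap of up to 0.266 between replicates of one construct. No mock library enters this comparison and the list was chosen for the pattern, so these values leave the larger fall the constructs share against mock untested, and the test was afterwards read as undecided. The shared fall cannot be told apart from a raised interferon response in the AsPC-1 mock cultures. An effect of either construct on these genes in AsPC-1 remains a hypothesis beside it. Differences in TP63 level, vector or culture that came with a construct were not tested, with 2 cultures per group.

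PANC-1 gave few genes past the threshold. If the spread of the AsPC-1 libraries had hidden changes, a model of the 6 PANC-1 libraries alone would have given at least 20 genes for TAp63, and it gave 1, but the smaller model passed few genes in either cell line, so the test could not decide. Genes at an unadjusted p under 0.05 numbered 503 of 14767 with TAp63 in the shared model. Unchanged independent genes would give a share of 0.05, which is more. The count rose to 1167 in the smaller model, and from 345 to 579 with deltaNp63. In AsPC-1 it fell, from 2233 to 1368 with TAp63 and from 4383 to 2721 with deltaNp63. The shared spread thus held the unadjusted counts down in PANC-1. Whether it hid genes past the adjusted threshold stays open. In simulated data, 74% of genes changed by 1 log2 unit were recovered at this design. The simulation gave all libraries one spread, so it does not settle whether precision limits the count in PANC-1.

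A model of the 6 AsPC-1 libraries gave 8 genes for deltaNp63 and 1 for TAp63, against 1055 and 94 in the shared model. The counts in AsPC-1 therefore depend on fitting the PANC-1 libraries in the same model, whose median residual SD was 0.106 against 0.153. The smaller model also has 3 residual degrees of freedom in place of 6, and the test does not separate that loss from unequal spread. In the smaller model, interferon-response genes made up 24 of the 100 genes with the lowest p-values for TAp63 and 30 of 100 for deltaNp63.

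The squamous list differed between the cell lines by a median of -0.16 for TAp63 and -0.11 for deltaNp63. Members low in a cell line would have produced this if it vanished among the 9 members with at least 5 TPM in both mock groups, and the TAp63 difference was -0.117 there. Quantile normalization left it at -0.215, but the median difference of all genes was 0.088, opposite in sign, so scaling could not have removed it and this test decides nothing. Without AsPC-1 mock replicate 1 the differences were -0.033 for TAp63 and -0.036 for deltaNp63, against -0.27 and -0.23 without AsPC-1 mock replicate 2, so their size rests on one mock library. The deltaNp63 difference also weakened without the low-value filter, and both differences did with transcript rows. GC content was not tested for this list, so the difference is not called biological.

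The rise of TP63 with deltaNp63 was larger in PANC-1 by 2.61. Mock values near 0 would explain this if the deltaNp63 libraries of the cell lines were alike, and they differed by 1.74 log2 units. A difference in delivery or expression of the construct is a candidate explanation for that part, and the rest lies in the mock values. This split holds for a pseudocount of 1. With a pseudocount of 0.1 the difference was 4.41 (limma adjusted p 0.00317), so the part in the mock values depends on the pseudocount.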

How the results depend on the processing

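Counts of genes below are in the order AsPC-1 TAp63 against mock, AsPC-1 deltaNp63 against mock, AsPC-1 TAp63 against deltaNp63 and the same 3 in PANC-1, followed by the cell-line differences for TAp63 and deltaNp63, where these moved by more than 1.5 times. Their values in the main model were 94, 1055, 3, 1, 6, 4, 11 and 86, and 88 genes were shared by both constructs in AsPC-1. Unless a value shows it, the cause was not tested. Across the results that answer a comparison, 466 values were the same under the alternatives. For fold changes and list medians, this means that they kept their direction and side of the threshold. Those without a test moved by less than the spread between replicates, which was certain beforehand for the TP63 fits that left out a replicate. Counts of genes among the 466 moved by no more than 1.5 times. Another 56 moved, 14 were weaker and 13 list medians changed sign in fits of all replicates. The 466 include 8 of the 128 list medians from fits that each left out one replicate, in 6 results, that changed sign but moved by less than that spread.

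Limma without trend gave 2 genes for PANC-1 TAp63 and 0 for the TAp63 difference (1493 at an unadjusted p under 0.05), and the p53 family list in AsPC-1 with TAp63 stayed at 0.014 with a camera adjusted p of 0.0546. Quantile normalization gave 199 genes for AsPC-1 deltaNp63, 2 for PANC-1 deltaNp63, 0 for PANC-1 TAp63 against deltaNp63 (487 unadjusted) and 3 for the TAp63 difference. It left the cytokine list in PANC-1 with deltaNp63 at 0.066 (camera adjusted p 0.0554) and turned the p53 family TAp63 difference to -0.041.

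Without the low-value filter the counts were 225 for AsPC-1 deltaNp63, 18 for AsPC-1 TAp63 against deltaNp63, 49, 42 and 33 in PANC-1, 37 for the TAp63 difference and 23 shared by both constructs in PANC-1. List medians moved to 0.044 for cytokines in PANC-1 with deltaNp63, 0.0080 for the p53 family in AsPC-1 with TAp63, -0.013 for the squamous deltaNp63 difference and -0.0048 for the cytokine TAp63 difference, with camera adjusted p from 0.196 to 0.93. A mean of at least 5 TPM gave 0 genes for TAp63 against deltaNp63 in AsPC-1 (915 unadjusted) and in PANC-1 (219 unadjusted), 1 for PANC-1 deltaNp63 and 30 for the TAp63 difference. It moved the cytokine list in PANC-1 with deltaNp63 to 0.043 (camera adjusted p 0.0823) and turned the TAp63 differences of the classical and cytokine lists to -0.019 and -0.0067. A pseudocount of 0.1 gave 7 genes for PANC-1 TAp63 and 4 shared by both constructs in PANC-1.

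A model of only the groups compared gave 0 genes for AsPC-1 TAp63 (1971 unadjusted), AsPC-1 deltaNp63 (2020), AsPC-1 TAp63 against deltaNp63 (489) and PANC-1 TAp63 against deltaNp63 (844), 1 for PANC-1 deltaNp63 and 49 for the deltaNp63 difference. No gene was then shared by both cell lines with TAp63 or deltaNp63, or by both constructs in AsPC-1, each at 0. TP63 in AsPC-1 kept 6.09 and 7.23 with limma adjusted p of 0.185 and 0.191, and cytokines in PANC-1 with deltaNp63 kept 0.062 (camera adjusted p 0.0508). A model of only the 6 libraries of the cell line, added after the data were seen, gave 1 and 8 genes against mock in AsPC-1, 1 for PANC-1 deltaNp63 and 0 for PANC-1 TAp63 against deltaNp63 (918 unadjusted).

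With the replicate block the counts were 1633 for AsPC-1 deltaNp63, 0 for TAp63 against deltaNp63 in AsPC-1 (1631 unadjusted) and in PANC-1 (573 unadjusted), and 1 for PANC-1 deltaNp63. The block left the cytokine list in PANC-1 with deltaNp63 at 0.062 (camera adjusted p 0.0618) and the p53 family list in AsPC-1 with TAp63 at 0.014 (camera adjusted p 0.0598). Among genes with a mean of at least 5 TPM, same-numbered AsPC-1 deviations correlated at 0.211 between mock and TAp63, 0.449 between TAp63 and deltaNp63, and -0.114 between mock and deltaNp63. Crossing the AsPC-1 mock numbers, a pairing added after the data were seen, gave 1666 genes for AsPC-1 deltaNp63.

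Transcript rows gave 50, 154, 6, 7, 10, 11, 0 (3395 unadjusted) and 38, with 3 and 4 transcripts shared by both cell lines for TAp63 and deltaNp63, and 42 and 2 shared by both constructs in AsPC-1 and PANC-1. They turned the p53 family list in AsPC-1 with TAp63 to -0.023 and weakened the cytokine list in PANC-1 with deltaNp63 to 0.062 (camera adjusted p 0.325) and the squamous differences to -0.12 and -0.080 (camera adjusted p 0.155 and 0.14). An absolute log2 fold change of at least 1 left 42 and 117 genes against mock in AsPC-1 and 39 shared.

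Median centring of each library, added after the data were seen, gave 303 genes for AsPC-1 deltaNp63, 2 for PANC-1 deltaNp63 and 0 for PANC-1 TAp63 against deltaNp63 (457 unadjusted). It turned the classical medians in AsPC-1 to 0.015 and 0.065, the cytokine and p53 family medians in AsPC-1 with deltaNp63 to 0.025 and 0.020, the classical differences to -0.014 and -0.00087, and the cytokine and p53 family TAp63 differences to -0.0097 and -0.037.

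Leaving out each replicate in turn moved the p53 family list in AsPC-1 with TAp63 between -0.030 and 0.11, and the squamous list in AsPC-1 between 0.10 and 0.27 with TAp63 and between -0.0066 and 0.24 with deltaNp63. In PANC-1 the cytokine list moved between -0.013 and 0.14 with deltaNp63 and between -0.12 and 0.019 with TAp63, the p53 family list between -0.0081 and 0.035 with deltaNp63, and the classical list between -0.049 and 0.0084 with TAp63. These fits leave 1 library in an arm, so they give no calls. Among named genes, 52 values were weaker, 2 were stronger and 188 were the same. The 188 include fits that left out a replicate. For a single gene with 2 replicates, such a fit cannot move by more than the spread between replicates. Those values were bound to count as the same and show no robustness. The unknown read depth limits what can be said of low genes, whose counting error cannot be separated from replicate spread.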

Other observations

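The tests of library scaling and of single deltaNp63 libraries below were chosen only after the result was seen.

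Falls outnumbered rises among the 1055 genes that passed with deltaNp63 in AsPC-1, with 8.9% rising. Library scaling would bring the share near 50%, and median centring of each library brought it to 44.2%, with quantile normalization at 25.6%. Centring acts on this balance directly and moved the median of all genes past 0, from -0.12 to 0.049, so the test could not decide. Correction for GC content and transcript length brought it to 39.6%, just under the 40% set beforehand, and to 28.9% in the fit with the replicate block. That correction also removed the mean shift of each library, so it does not separate GC content and length from scaling. No single deltaNp63 library produced the shift of all genes: the median was -0.0994 without one and -0.14 without the other. The imbalance cannot be told apart from library scaling, and the GC result lies close to its limit. No biological explanation was tested.

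Fold changes followed GC content across genes, which are not independent replicates. Spearman's rho with GC content was -0.162 and -0.308 in AsPC-1 with TAp63 and deltaNp63, and 0.468 and 0.266 in PANC-1. The strongest of these 4 relations was in PANC-1 TAp63 against mock, the contrast where TP63 was the 1 gene that passed. After correction for GC content and length, which also removed the mean shift of each library, 141 and 422 genes passed in AsPC-1 and 1 and 4 in PANC-1. With the replicate block in the same fit, the counts were 66 and 194 in AsPC-1 and 1 and 1 in PANC-1.

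The fold changes of the constructs resembled each other partly because both use the same mock libraries. Across 10220 genes without TP63, Pearson's r between them was 0.805 in AsPC-1 and 0.572 in PANC-1. When each construct was compared with a different mock library, r was 0.515 and 0.571 in AsPC-1 and 0.079 and 0.054 in PANC-1. These correlations are across genes, not samples.

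Interferon lambda genes, chosen after their values were seen, were high in PANC-1 with mock as well as with the constructs. IFNL1 was at 829 ± 72.3 TPM with mock, 936 ± 52.7 TPM with TAp63 and 1162 ± 83.2 TPM with deltaNp63 in PANC-1 (SD, n = 2). In AsPC-1 it was at 6.65 ± 0.937, 3.11 ± 0.597 and 2.15 ± 0.451 TPM. IFNL2 and IFNL3 moved in the same directions in the means against mock, but they are near-identical copies, so their values are uncertain. No explanation of the level in PANC-1 was tested.

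S100A2, a squamous marker that passed with deltaNp63 in AsPC-1, had replicates of 144 and 66.7 TPM, and the second lay near the TAp63 replicates of 67.2 and 65.2 TPM.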
